A study of Homo sapiens with 2 samples. Its data were reported in "Assessment of the histone mark-based epigenomic landscape in human myometrium at term pregnancy" (2025).

How the data were processed

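Hi-C is a chromosome conformation capture assay in which DNA ends that lie close together in the nucleus are joined and sequenced as pairs, so that read pairs report contacts between distant positions of a chromosome. It was applied to myometrium, the smooth muscle layer of the uterus, from 2 term-pregnant subjects who were not in labor (TNL). The subjects keep their numbers from the labels, 1 and 3, and both belong to the same group. There is therefore no contrast between conditions, and each comparison sets the loop list of one subject against that of the other. A further specimen of the study was not analysed here.

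The authors mapped paired-end reads of 51 bp to the human genome build hg38 with HiCUP 0.7.1 and kept uniquely mapped pairs, called di-tags, with a distance above 10 kb. They called chromatin loops with the hiccups function of Juicer 1.8.9 at default parameters. This caller searches a binned contact matrix for pixels with more contacts than their surroundings and returns a pair of bins, the anchors of the loop. Loops were deposited as a separate list for each subject. The deposited files give positions in bp of the left and the right anchor of each loop and nothing else. They hold no contact counts, enrichment, q-value or score, so the sequencing depth cannot be read from them. A loop that is missing from a list can be absent or only below the calling threshold. The study refers to a Hi-C summary and quality control data in its supplement, which were not used here. How calls at several bin sizes were merged, and whether a later filter was used, is not stated in the methods.

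The libraries were prepared with the same kit by different service laboratories, Arima Genomics for subject 1 and Active Motif for subject 3. Subject and laboratory are thus confounded, and no value here separates them. The lists also differ in form, since that of subject 1 holds anchors of 5, 10 and 25 kb and that of subject 3 holds anchors of 10 kb alone.

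Anchor starts were whole multiples of the bin size, so starts were read as counting from 0, and coordinates are printed counting from 1. All anchors lay within the hg38 chromosomes 1 to 22 and X of the reference used here. Each line of a list was counted as 1 loop. The span of a loop is the distance between the midpoints of its anchors. A loop was taken as shared, or as having a counterpart, when both of its anchors overlapped the corresponding anchors of a loop in the other list by at least 1 bp. The number expected by placement was taken from 1000 circular shifts of one list along each chromosome, by at least 1 Mb and in steps of 50 kb, with a one-sided permutation p. Such a p refers to these 2 lists and not to a population of subjects.

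The shares of shared loops were compared between classes of loops with two-sided Fisher exact tests. The planned comparison by loop strength fell back on bin size, as had been laid down for lists without a strength. Counts per chromosome were compared by Pearson and Spearman correlation, with two-sided permutation p from 100000 resamples, and by a chi-square test. Promoters were the transcription start sites (TSS) of all transcripts of protein-coding genes in GENCODE 44, and the share of anchors over a TSS was compared with the same circular shifts. For CTCF, the protein that blocks cohesin and marks loop ends, the motif CCASYAGRKGGC was searched on both strands of the genome (S is C or G, Y is C or T, R is A or G, K is G or T). Loops with motifs of a single strand in each anchor were classed as convergent when the left motif was on the plus strand and the right one on the minus strand. The convergent share was compared with 25%, the share of random strands, by a two-sided exact binomial test. Loops and anchors of a list are not independent of each other, so these p-values describe the lists.

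Intervals are 95% Wilson intervals of the share and cover counting error only. The named genes were the 20 genes of the study's regulatory questions and 16 smooth muscle genes, those with a loop anchor over a TSS in both subjects first and PLCL2 always. The named loops were the 3 shared loops of greatest span, and the named chromosomes those with the highest and lowest ratio of loop numbers. These rules, the tests and most alternatives were fixed before the data were examined. Alternatives changed the overlap rule, the shift, the list size, the promoter definition, the anchor width and the motif. Leaving out the 25 kb calls, counting loops per Mb and widening the anchors for the 10 kb calls alone were added after the lists had been seen.

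The matching and the motif search were tested on simulated data. Of 3943 simulated loops, made from the 10 kb calls of subject 1, 2003 were kept in place and 2003 were found again. The kept loops were unchanged copies with 10 kb anchors, so this simulation checks the code and not matching across bin sizes. Of 200 planted motifs, all of a single form of the motif, 200 were found on the right strand. The computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and numba 0.67.0, and figures used matplotlib 3.10.9. Similarity between anchors was searched with minimap2 2.31-r1302 and by counting stretches of 51 bp, the read length, that were common to both anchors or differed at 1 or 2 bases.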

Results

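Chromatin loops were mapped by Hi-C in the myometrium of 2 term-pregnant, nonlabor (TNL) subjects, which form 1 group. The list of subject 1 held 10321 loops and that of subject 3 held 16841, a mean of 13581 ± 4610 loops (SD, n = 2) and a sum of 27162. The ratio of subject 3 to subject 1 was 1.63. All loops joined positions of the same chromosome, on chromosomes 1 to 22 and X. No 2 calls of a list overlapped at both anchors. The lists give anchor positions without contact counts, so the depth of each library cannot be read from them. Library preparation was done by a different laboratory for each subject, and a difference between the subjects cannot be told apart from a difference between laboratories.

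The lists differed in their bin sizes. Of the loops of subject 1, 3443 (33.4%) had anchors of 5 kb, 3943 (38.2%) of 10 kb and 2935 (28.4%) of 25 kb, whereas all 16841 loops of subject 3 had anchors of 10 kb. Without the 25 kb calls, 7386 loops of subject 1 were left and the ratio rose to 2.28. The distinct anchor regions numbered 14808 in subject 1 and covered 206 Mb. In subject 3 they numbered 21797 and covered 218 Mb.

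The median span was 225 kb in subject 1 (interquartile range 120 to 410 kb) and 200 kb in subject 3 (100 to 370 kb). Within subject 1, the median rose with bin size, from 145 kb at 5 kb to 230 kb at 10 kb and 350 kb at 25 kb. Spans under 100 kb made up 16.9% of the loops of subject 1 (1748) and 22.1% of those of subject 3 (3717). Spans over 1 Mb made up 3.89% (402) and 3.34% (562). Loops over 3 Mb were few, 6 in subject 1 and 10 in subject 3. The longest loop spanned 218 Mb in both lists.

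**Figure D1:**
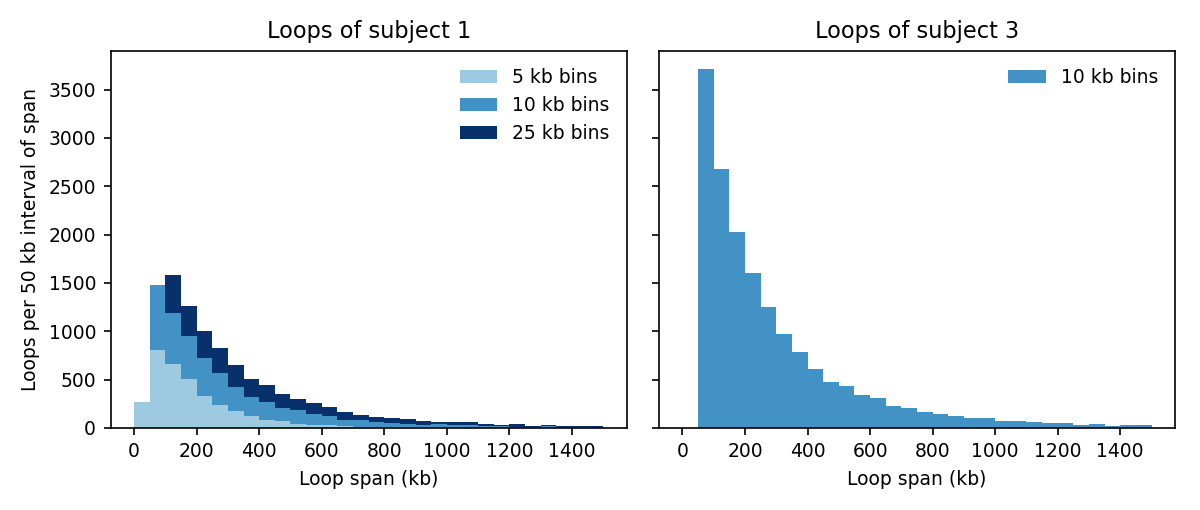
Stacked histograms of loop span (distance between anchor midpoints, in kb) as the number of loops per interval of 50 kb, coloured by bin size, for subject 1 (left) and subject 3 (right), and loops longer than the axis are not drawn. Loops under 100 kb numbered 1748 in subject 1 and 3717 in subject 3.

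The lists were then compared to ask which loops were found in both subjects. By overlap of both anchors, 6801 of the 10321 loops of subject 1 (65.9%, 95% Wilson interval 65.0 to 66.8%) had a counterpart in subject 3. In the other direction, 6805 of the 16841 loops of subject 3 (40.4%, 39.7 to 41.2%) had a counterpart in subject 1. After circular shifts, on average 30.5 loops of subject 1 (0.295%) overlapped, so the observed number was 223 times higher. The corresponding ratio for subject 3 was 225. No shift of the 1000 reached the observed number in either direction (one-sided permutation p = 0.001, the smallest these shifts can give). The rule of overlap moved the number most. Identical anchor coordinates left 2591 loops, 25.1% of subject 1 and 15.4% of subject 3. Only the 10 kb calls of subject 1 can have anchors identical to those of subject 3. Of these 3943 calls, the same number, 2591 (65.7%), had a counterpart by overlap of both anchors. The fall from 6801 loops thus came from the calls of subject 1 at other bin sizes. Widening the anchors of the other list by 10 kb on each side raised the shares to 83.5% and 51.5%. Without a counterpart were 3520 loops of subject 1 and 10036 of subject 3. Adding the latter to the list of subject 1 gave 20357 distinct loops.

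The lists give no strength of a call, so loops were compared by bin size instead, and only in subject 1. Bin size is not a measure of strength. Loops called at 5 kb had a counterpart in 71.6% (70.1 to 73.1%), those at 10 kb in 65.7% (64.2 to 67.2%) and those at 25 kb in 59.4% (57.6 to 61.2%). The odds ratio of 5 kb against 25 kb calls was 1.72 (two-sided Fisher exact p = 1.45e-24). Wider anchors overlap more readily, yet the 25 kb calls had the lowest share. With the anchors of subject 3 widened by 25 kb, the shares were 95.4%, 92.7% and 70.9%, and the odds ratio was 8.49 (Fisher exact p = 3.23e-166). The list of subject 3 holds 10 kb calls alone. No 25 kb call overlapped a 5 or 10 kb call of subject 1 at both anchors. How the lists were made can thus lower the share of 25 kb calls, and these p-values do not test strength.

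**Figure D2:**
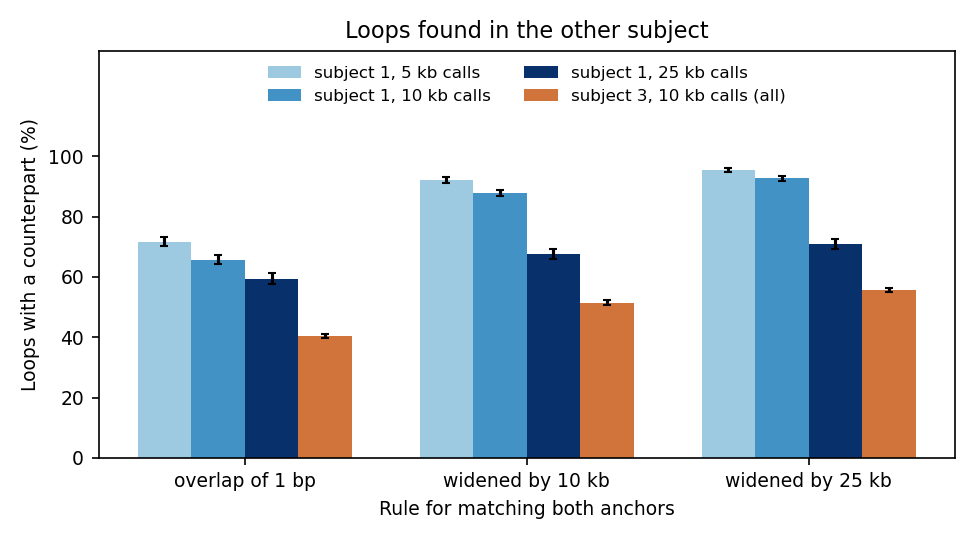
Percent of loops with a counterpart in the other subject (vertical axis) under 3 rules for matching both anchors (overlap of 1 bp, or anchors widened by 10 or 25 kb), for the 5, 10 and 25 kb calls of subject 1 and all calls of subject 3, with error bars for 95% Wilson intervals. The 25 kb calls had the lowest share in subject 1 under each rule, 59.4%, 67.7% and 70.9%.

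Reproducibility also differed by span. In subject 3, loops under 100 kb had a counterpart in 26.8% (25.4 to 28.2%), against 41.3% at 100 to 250 kb, 47.4% at 250 to 500 kb, 46.6% at 500 kb to 1 Mb and 45.2% over 1 Mb. The odds ratio of loops under 100 kb against those over 1 Mb was 0.444 (two-sided Fisher exact p = 5.39e-18). In subject 1, the share was 56.5% under 100 kb (54.1 to 58.8%), 69.6% at 250 to 500 kb and 61.9% over 1 Mb (57.1 to 66.6%). There the odds ratio of 0.797 did not pass the threshold (Fisher exact p = 0.0501). It reversed to 1.37 (Fisher exact p = 0.0169) when the anchors of subject 3 were widened by 10 kb. With anchors widened by 25 kb it was 1.99 (Fisher exact p = 1.36e-06). Bin size is mixed with span here, since 25 kb calls made up 0 of the 1748 loops under 100 kb and 233 of the 402 over 1 Mb. Among the 10 kb calls alone, the odds ratio was 0.715 (Fisher exact p = 0.0723), and 0.70 with anchors widened by 25 kb (Fisher exact p = 0.282).

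Loop numbers per chromosome were nearly proportional in the 2 subjects. Across 23 chromosomes, Pearson's r was 0.999 and Spearman's rho 0.995 (two-sided permutation p = 1e-05 for both, the smallest that 100000 resamples can give). Leaving out the 2 chromosomes farthest from the median left r at 0.999. Since long chromosomes hold more loops in any list, loops per Mb were also compared, with r = 0.990 and rho = 0.982. Chromosomes are not independent replicates. The ratio of subject 3 to subject 1 was lowest on chromosome 4, at 1.54 (895 against 581 loops), and highest on chromosome 21, at 1.84 (195 against 106). The chi-square test of the counts gave 5.51 with 22 degrees of freedom (p = 1.00). It treats the lists as independent, whereas 65.9% of the loops of subject 1 were shared, so it overstates the counting error and does not show that the ratios are alike. Chromosome 17 held the most loops per Mb, 4.52 in subject 1 and 7.21 in subject 3, and chromosome X the fewest, 1.48 and 2.53.

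Because the study used loops to link genes with putative enhancers, anchors were compared with promoters. A TSS of a protein-coding gene lay in 6591 of the 20642 anchors of subject 1 (31.9%, 31.3 to 32.6%) and in 11264 of the 33682 anchors of subject 3 (33.4%, 32.9 to 33.9%). Shifted anchors held a TSS in 16.5% and 15.1%, which gives ratios of 1.93 and 2.21 (one-sided permutation p = 0.001 for both, the smallest possible). Of the alternatives, counting the 5′ end of the gene record alone gave the highest ratios, 2.46 and 3.22, and local shifts of 100 to 500 kb the lowest, 1.45 and 1.61. The share in subject 1 depended on the width of the anchors, with 23.1% at 5 kb, 31.1% at 10 kb and 43.4% at 25 kb. At the common width of 10 kb it was lower in subject 1 than in subject 3. Promoters lay at both anchors in 13.5% of the loops of subject 1 and 13.7% of those of subject 3. They lay at 1 anchor in 36.8% and 39.5%, and at no anchor in 49.7% and 46.8%. Of 19970 protein-coding genes, 5209 had a promoter in an anchor in subject 1, 6893 in subject 3 and 4051 in both.

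The PLCL2 gene (ENSG00000154822.18), from which the study chose regulatory regions for testing, lies on the plus strand of chromosome 3 at 16802651 to 17090604 (hg38). The TSS of its MANE Select transcript, the reference transcript of the annotation, is at 16884955. In subject 1, a single loop had an anchor over this TSS. It was called at 10 kb, joined 16800001 to 16810000 with 16880001 to 16890000, and spanned 80 kb. The midpoint of its upstream anchor lay 80.0 kb upstream of the TSS, and the position 35 kb upstream of the TSS lay inside the loop. The upstream anchor was not intergenic in GENCODE 44, since it contained the TSS of a further PLCL2 transcript at 16802651, 82.3 kb upstream, for which no coding sequence is defined.

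This loop had no counterpart in subject 3. There, 2 other loops had an anchor over the same TSS. The first joined 16600001 to 16610000, which holds a TSS of DAZL, with the PLCL2 promoter over 280 kb, and the position 35 kb upstream lay inside it. The second joined the promoter with 17030001 to 17040000, inside PLCL2, over 150 kb in the downstream direction. Neither was listed in subject 1. A larger loop between 16600001 to 16610000 and 17030001 to 17040000, with a span of 430 kb, was listed in both subjects at identical coordinates and enclosed the promoter and the upstream position. Widening the anchors by 10 or 25 kb left the number of loops at the TSS at 1 in subject 1 and 2 in subject 3.

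**Figure D3:**
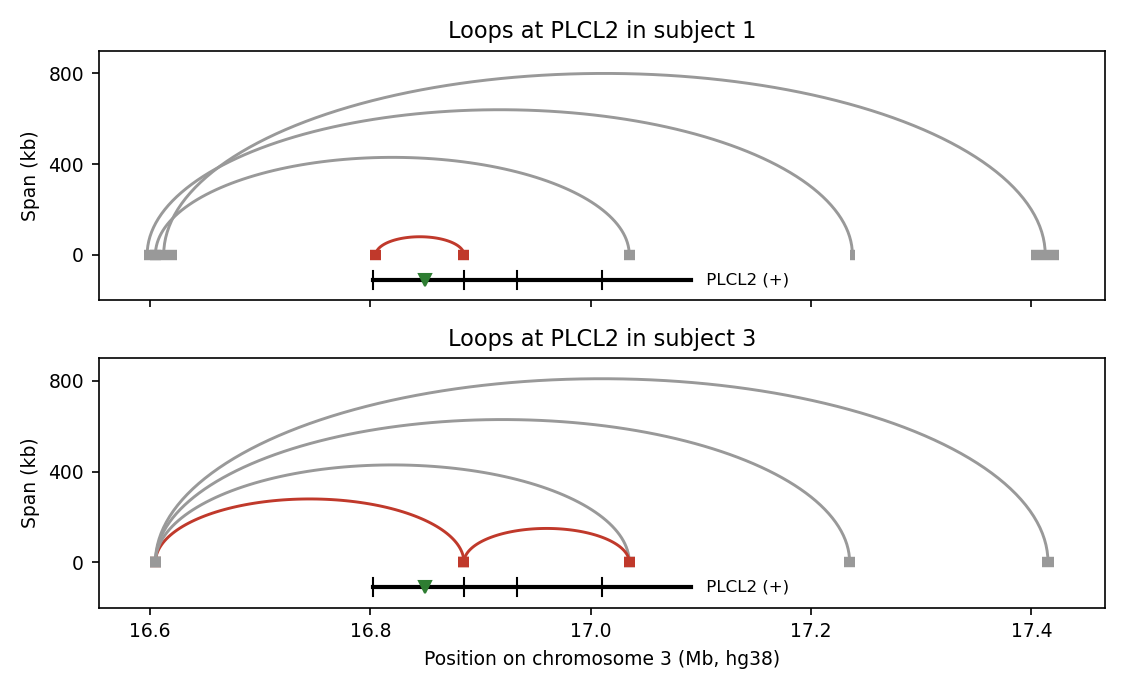
Loops around PLCL2 on chromosome 3 (position in Mb, hg38), drawn as arcs whose height is the span in kb, with squares for the anchors, red for loops with an anchor over the TSS at 16884955 and grey for the others, for subject 1 (top) and subject 3 (bottom), where the black line is the gene, its ticks the annotated TSS and the green triangle the position 35 kb upstream. The loop of 80 kb was listed in subject 1 alone and the loop of 430 kb in both.

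Other genes of the study's questions were looked up by the same rule. With PLCL2, 12 of 20 had a promoter in a loop anchor in both subjects. The others were PLCL1, ESR1, GJA1, JUN, JUND, NR3C1, STAT3, FOXO1, MRTFB, MAF and BHLHE40. At GJA1, the gap junction gene, 2 loops of subject 1 and 4 of subject 3 had an anchor over a TSS. At PGR, the progesterone receptor gene, 3 loops were listed in subject 3 and 0 in subject 1. FOS had 1 loop in subject 3. OXTR, JUNB, SRF, ELK1, TCF21 and RAD21 had no promoter in an anchor in either list. Being in both lists did not mean the same loop, since none of the promoter loops of PLCL2 or JUND had a counterpart. The same held for MYLK and KCNMA1 among the smooth muscle genes. Of 16 smooth muscle genes, 7 had a promoter in an anchor in both subjects: MYLK, SMTN, CALD1, MYOCD, CACNA1C, KCNMA1 and PTGS2. LMOD1 and TPM1 were found in subject 3 alone and TPM2 in subject 1 alone. ACTA2, ACTG2, MYH11, TAGLN, CNN1 and DES had none.

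The 3 shared loops of greatest span were the only shared ones over 10 Mb. Subject 3 listed 4 loops over 10 Mb, 1 of them without a counterpart. On chromosome 1, a loop of 218 Mb joined 16720001 to 16730000 with 234770001 to 234780000 in both lists, and neither anchor overlapped a protein-coding gene. On chromosome 12, a loop of 99.5 Mb joined 25800001 to 25825000 with 125300001 to 125325000 in subject 1, the latter in TMEM132B. On chromosome 11, a loop of 70.0 Mb joined 1575001 to 1600000, with KRTAP5-1 and KRTAP5-2, to 71550001 to 71575000, with KRTAP5-10. The anchors on chromosome 11 had 386 stretches of 51 bp in common, but no alignment of at least 1 kb and 95% identity.

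The orientation of CTCF motifs, which the caller does not use, was examined as a property of the calls that does not depend on the other subject. The motif occurred 11012 times in the genome. In subject 1, 511 loops had motifs of a single strand in each anchor, and 406 of these were convergent (79.5%, 75.7 to 82.7%, two-sided exact binomial p = 6.93e-147). In subject 3, 571 of 729 were convergent (78.3%, 75.2 to 81.2%, exact binomial p = 3.81e-200). Shifted anchors gave 24.0% and 24.4%. Of the alternatives, allowing 1 mismatch moved the shares of both subjects down most, to 65.9% and 62.9%, and the 5 kb calls of subject 1 alone gave 94.7%. In subject 3, shared loops were convergent in 84.4% of 398 and loops without a counterpart in 71.0% of 331 (odds ratio 2.21, two-sided Fisher exact p = 1.37e-05). In subject 1 the shares were 80.9% of 377 and 75.4% of 134, a difference within counting error (odds ratio 1.38, Fisher exact p = 0.174). It passed the threshold with 1 mismatch allowed (odds ratio 1.61, Fisher exact p = 6.68e-08). Bin size is mixed with sharing in subject 1, since the 5 kb calls were shared most often and the 25 kb calls least. Among the 5 kb calls, 96.2% of 130 shared and 90.2% of 41 single-subject pairs were convergent (odds ratio 2.70, Fisher exact p = 0.221). Among the 25 kb calls the order was the opposite, 61.6% of 99 and 65.5% of 55.

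**Figure D4:**
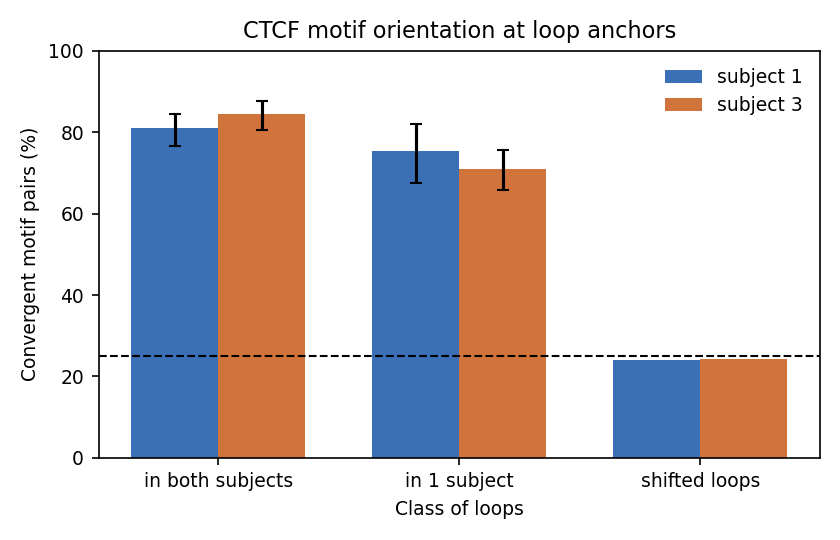
Percent of convergent CTCF motif pairs (vertical axis) among loops with motifs of a single strand in each anchor, for loops found in both subjects, loops found in 1 subject and shifted loops, with error bars for 95% Wilson intervals (none for shifted loops) and a dashed line at 25%, the value of random strands. Loops found in 1 subject were convergent in 75.4% (subject 1) and 71.0% (subject 3), and shifted loops in 24.0% and 24.4%.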

Values the study reported

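In the study's Hi-C assay, 27,162 chromatin loops were found in all, with 10,321 loops listed for subject 1 and 16,841 for subject 3. For the remaining specimen no loops could be called. At PLCL2, the study described a loop that joins the transcription start site with a position about 90 kilobases upstream. The study screened several regions by targeted activation, and a number of them raised PLCL2 expression. The regulatory element that it followed up from this screen lies 35 kilobases upstream of the same start site.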

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

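Leaving out the 25 kb calls, counting loops per Mb and widening the anchors for 10 kb calls alone were chosen after the lists had been seen, and the other alternatives beforehand. Across 25 results, 98 alternative values were computed. Of these, 14 could not change, because no calls of a list overlapped and subject 3 has a single bin size. Of the others, 73 kept their direction and their side of the threshold or stayed within the spread set for them, 9 moved, 1 reversed and 1 passed a threshold that it had not passed. The spread set for counts was wide, and a fall from 10321 to 7386 loops in subject 1 counted as kept. The 73 are not independent of each other. Requiring overlap of 50% of the wider anchor and leaving out the 25 kb calls gave the same 5057 shared loops. The tally is therefore no measure of robustness.

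The number of shared loops depended on what counts as a match. With identical anchor coordinates it was 2591 in each direction, below the 6801 and 6805 of the 1 bp rule. This follows from the construction, since a 5 or 25 kb anchor can never equal one of 10 kb. When the list of subject 3 was reduced at random to the length of that of subject 1, on average 4169 loops of subject 1 and 4171 of subject 3 were shared, because fewer loops were compared. The excess over shifted lists held in all alternatives run, with ratios from 18.4 with anchors widened by 25 kb to 543 with identical anchors in subject 1, and from 18.4 to 555 in subject 3.

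The odds ratio of short against long loops in subject 1, 0.797, became 1.37 with anchors widened by 10 kb and 1.99 by 25 kb. The first of these widened values is not among the alternative values counted above. Among the 10 kb calls alone the odds ratio was 0.715, and 0.70 with anchors widened by 25 kb, so the reversal was not seen within that bin size. The 25 kb calls, 0 of the 1748 short loops and 233 of the 402 long ones, gained least from widening, from 59.4% to 70.9%. In subject 3 the odds ratio stayed under 1, at 0.609 with anchors widened by 25 kb. For CTCF, the odds ratio of shared against single-subject loops of subject 1 passed the threshold at 1.61 with 1 mismatch allowed. That setting raised the number of loops with usable motifs from 511 to 2680. Bin size is mixed with sharing in this comparison.

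The percent of anchors over a promoter moved with the definition. In subject 1 it was 17.3% with the gene's 5′ end alone, 45.1% with anchors widened by 5 kb and 34.3% with merged anchors. In subject 3 it was 19.1% and 44.8% in the first 2 of these settings. The ratio to shifted anchors stayed above 1 in all of them.

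The mean number of loops ranged from 10321 to 16841 across the 2 settings that each left out one subject, which are the lists themselves. Comparisons between the lists need both subjects, so no leave-one-out value exists for them. A stricter calling threshold was not run because the lists hold no q-value or score. The comparison of bin sizes within a single bin size was not possible, nor was any in subject 3. Without contact counts, the share of missing loops that lie just below the threshold is not measurable.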

Other observations

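Chosen after the result had been seen were the tests of bin sizes, of detection sensitivity, of the matching rule and the threshold at PLCL2, of common and nearly identical 51 bp stretches, of promoter shares with and without a counterpart, of convergent pairs per 1000 loops, of independent anchors, and of start sites in the study's gene list. The design has 1 group, so no biological explanation of a difference between the subjects was tested, and subject and laboratory stay confounded throughout.

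The longer list of subject 3 was examined first. Leaving out the 25 kb calls raised the ratio from 1.63 to 2.28, but only the shorter list holds such calls, so this outcome was fixed and different bin sizes or merging stay open. Chance calls are not the whole of the excess. Loops of subject 3 without a counterpart were convergent in 71.0% of motif pairs, against 24.4% in shifted lists. That share covers loops with motifs in both anchors alone and cannot bound the number of chance calls. Convergent pairs per 1000 loops were 49.4 (44.5 to 54.8) with a counterpart, 23.4 (20.6 to 26.6) without, and 0.410 in shifted lists. A lower sensitivity in the list of subject 1 may explain part of the excess, as 83.5% of its loops lay within 10 kb of a loop of subject 3 and 51.5% the other way round. The longer list would show the larger share missing in either case, so depth, laboratory, calling settings and tissue all stay open.

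Anchors of loops without a counterpart often lay at anchors of the other list. Of 8175 loops of subject 3 with no counterpart within 10 kb, 29.0% had both anchors within 10 kb of subject 1 anchors, 52.6% had 1 and 18.4% had none. After shifts, 4.05% (distant) and 5.83% (local) had both (one-sided permutation p = 0.001, the smallest possible), but a shift also moves single anchors off known ones. Of single anchors, 55.3% were known, and independent anchors would give 30.6% with both. For the 1700 such loops of subject 1, 44.9% had both, against 45.8% for independent anchors. The excess is thus one of single anchors, and whether known anchors are joined in new pairs by preference stays open.

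The loops without a counterpart had fewer CTCF pairs and more promoters. In subject 3, a promoter lay in 35.3% of their anchors, against 30.7% with a counterpart (odds ratio 1.23, two-sided Fisher exact p = 3.72e-18) and 15.1% in shifted lists, so chance placement of these anchors is argued against. A larger number of short loops among them is not the whole cause, since among loops of 100 kb or more the shares were 31.7% and 27.8% (Fisher exact p = 8.23e-12). Under 100 kb the order was the opposite, 44.8% and 47.6% (Fisher exact p = 0.0332). In subject 1, the shares over all spans were 34.5% and 30.6%, a comparison that bin size also affects, because its 25 kb calls hold more promoters and had fewer counterparts. The anchors of a list are not independent. One hypothesis is that loops between promoters and other elements are less often called in both lists than CTCF loops, which may come from weaker contacts as well as from a difference between the tissues.

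Short loops of subject 3 were the class found least often in subject 1. Of its loops, 1138 had a span of exactly 50 kb, followed by 748 at 60 kb and 637 at 70 kb. Among loops under 100 kb with no counterpart within 25 kb, 24 of 43 motif pairs were convergent (55.8%, 41.1 to 69.6%), above 25% but below the 89.0% of those with a counterpart. Convergent pairs per 1000 loops were 11.6 without and 39.5 with a counterpart. Chance calls near the diagonal therefore do not account for the whole class, but a part of it could be such calls.

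Among the bin sizes of subject 1, the 25 kb calls were found least often in subject 3. Of those without a counterpart within 25 kb, 69.2% of motif pairs were convergent, which argues against chance calls as the whole cause. Convergent pairs per 1000 loops were 31.6 without and 33.7 with a counterpart, a difference within counting error. A caller run without 25 kb bins could miss such loops, and the list of subject 3 holds no 25 kb calls.

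The loop of 80 kb at the PLCL2 promoter was listed for subject 1 alone. It measures 80 kb between anchor midpoints and 90 kb between outer edges. Of the 3 loops with an anchor over this TSS in the lists, it is the only one whose upstream end lies near that of the loop quoted from the study above. The matching rule is not the reason, as 0 loops of subject 3 had both anchors within 25 kb of its anchors. Loops of this size are not generally missed in subject 3, since 587 of 675 loops of subject 1 called at 10 kb with a span under 100 kb had a counterpart within 25 kb (87.0%, 84.2 to 89.3%). A contact just below the threshold in subject 3 and an absent contact cannot be told apart, because 0 loops of subject 3 had an anchor within 25 kb of the upstream anchor and the lists hold no contact counts. The upstream anchor holds a TSS of PLCL2 itself, so the loop may join 2 promoters of the gene.

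Loops over 3 Mb were tested for similar sequence in their anchors. Of 12 distinct loops, 1 had anchors with an alignment of at least 1 kb and 95% identity (8.33%), against 1 of 735 loops of 1 to 3 Mb (0.136%, two-sided Fisher exact p = 0.0319). A common stretch of 51 bp was found in 3 of the 12 and 33 of the 735 (Fisher exact p = 0.0168). A read that lies wholly in such a stretch maps to both anchors and would be removed with the pairs that do not map uniquely, so these stretches mark similar anchors and not misplaced reads. Windows of 51 bp with 1 or 2 mismatches to the other anchor, where a read maps uniquely but an error could move it, were present in 6 of the 12 and 252 of the 735 (Fisher exact p = 0.358). The remaining 6 had no similar stretch by any of these measures, so similarity between the 2 anchors could explain a part of the loops at most. Copies outside the anchors were not searched, so the test sets no limit on misplaced reads in general. For the shared loop on chromosome 11, reads placed on the wrong copy are a candidate explanation. Its anchors nevertheless had no alignment of at least 1 kb and 95% identity. They had 1810 such windows, more than 99.7% of the loops of 1 to 3 Mb of all bin sizes. The loops on chromosomes 1 and 12 had 2 and 28 windows, 30 in all, more than 67.6% and 88.2% of those loops, which leaves misplaced reads open for them. Other sources of their contacts, such as errors in the order of the reference, were not tested.

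Promoters of the 16 smooth muscle genes lay in anchors for 10 genes in either list, 62.5% against 40.3% of other protein-coding genes. The adjusted p of 0.0899 (two-sided Fisher exact test, Benjamini-Hochberg over 8 tests) does not separate these genes from others in that comparison. For presence in both lists, 7 of 16 genes against 20.3% of others, the adjusted p of 0.0458 by the same test passed the threshold. It was 0.0566 in subject 1 and 0.110 in subject 3. Gene lists matched on the number of start sites reached as many genes in a share of 0.245 for either list and 0.139 for both. Numerous start sites may therefore explain the excess, and whether loops gather at these genes stays open. For the 20 genes of the study's questions, 14 were in either list, against a mean of 8.44 in matched lists, with a share of 0.0091 reaching as many. Start sites are therefore not the whole cause there. That list was assembled from the study itself and is not independent evidence. Of the smooth muscle genes, ACTA2, ACTG2, MYH11, TAGLN, CNN1 and DES had no promoter in an anchor of either list.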
